A study of Mus musculus with 6 samples. Its data were reported in "TET enzymes regulate skeletal development through increasing chromatin accessibility of RUNX2 target genes" (2022).

How the data were processed

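RNA-seq was performed on primary osteoblasts of wild-type (WT) mice and of mice lacking the 3 Tet genes in the limb and skull mesenchyme (triple conditional knockout, TCKO), with 3 libraries per genotype. Cells were isolated from pups 3 days old and cultured for 3 days, and libraries were made from total RNA with a TruSeq kit. The labels give no separate culture, animal or litter for a library, so every p-value here measures only the spread between these samples, which may be technical. The labels do not state whether the counting used strand, and antisense partners were therefore treated as uncertain.

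The deposited values were raw read counts per gene symbol for each of the 6 libraries, made by the authors from reads aligned to the mouse genome build GRCm38. The submitters' processing notes name HISAT2 as the aligner, while the published methods name STAR, and the counting program is not given in the sources used here. The table lists 16455 genes, and the smallest total over the 6 libraries is 10 reads, so a gene that is not listed cannot be assigned a level. No name occurs more than once and every entry names a gene. The table also holds a normalized signal per genotype deposited by the authors, which equals the mean of the counts divided by median-of-ratios size factors within 5.2e-10. The authors' deposited log2 fold change is the log2 ratio of these means, set to a size of 20 for the 33 genes with a mean of 0 in 1 genotype. The authors' deposited p-value and FDR columns come from a test that the table does not name, and the FDR is the Benjamini-Hochberg adjustment of the p-value over all genes listed. The data statement of the paper names another series for its RNA-seq, and the series used here was taken to be its data because design and protocol are the same. These authors' columns were used only for comparison with the test described next.

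Total counts per library ran from 8119261 to 10657824 reads, which gives a gene at 1 CPM (counts per 1000000 reads) about 8 to 11 reads in a library. Genes were matched to the RefSeq annotation of assembly GRCm38.p6 by Entrez number, symbol or unique synonym, and 16050 genes (97.5%) matched. All coordinates are 1-based positions in this build. An exon length was found for 15728 genes (95.6%).

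Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with genotype as the group, which left 13630 genes and set aside 2825. Library sizes were scaled by TMM, a robust quasi-likelihood model with genotype as its only term was fitted (glmQLFit), and the coefficient was tested with glmQLFTest. P-values are 2-sided and were adjusted by the Benjamini-Hochberg method over all genes tested, and "edgeR adjusted p" stands for this value throughout. A gene was called changed at an adjusted p under 0.05 with a fold above 2, the thresholds of the published methods. Fold changes are log2 of TCKO over WT. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F value. Mean CPM values are given with the SD over 3 libraries.

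A total of 40 gene lists, the tests, the thresholds, the genes to be named and the alternatives were fixed before the data were examined. Of the 40 lists, 37 had at least 3 members tested. For each list the members past an adjusted p of 0.05 at any fold were counted in each direction, over all genes tested and adjusted over the list alone. Lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, each adjusted over the 37 lists. The named genes are Tet1, Tet2 and Tet3, the genes that the study discusses by name, the 12 largest rises and 12 largest falls among called genes with at least 5 CPM in the higher genotype and no overlap between genotypes, the 10 smallest adjusted p-values in each direction at a fold above 2, and up to 4 members per list with the smallest adjusted p, plus members needed to state a result that did not pass. Genes without a protein name were counted but not named. Some genes that meet these rules are not named in the text. A few further genes are named as chosen after their values were seen.

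The tests were checked on simulated counts drawn with the means, dispersions and library sizes of these 6 libraries, in which 200 of 13630 genes were changed. In this simulation of TCKO against WT, edgeR recovered 86% of 100 genes changed by a log2 fold change of 1 and 98% of 100 genes changed by 2, with 10 false calls among 13430 unchanged genes. Recovery and false calls were counted at an adjusted p under 0.05 at any fold. The shares therefore do not describe the rule that also asks for a fold above 2. DESeq2 made 35 false calls, limma-voom 11, and edgeR with a replicate block 22. The simulated libraries were drawn independently, with no difference of replicate 3 and no closely similar replicates 1 and 2. The real libraries have both, so these counts do not give the error rates of the tests here.

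Replicates of each genotype were compared pairwise by a chi-square statistic per gene over genes with at least 20 reads. WT replicates 1 and 2 gave a mean of 1.75 per gene and TCKO replicates 1 and 2 gave 2.53, against 15.8 to 23.0 for pairs with replicate 3. Since sampling noise alone gives a mean of 1, no libraries were merged, but replicates 1 and 2 of each genotype were much closer to each other than to replicate 3. The replicate numbers in the labels are shared by the genotypes. The deviations from the genotype means correlated at 0.181, 0.184 and 0.321 between libraries of the same number, each above 0.1, so the numbers were taken to pair the libraries, a pairing that rests on these correlations and not on the labels. Because WT replicate 1 also correlated with TCKO replicate 2 (0.169) and WT replicate 2 with TCKO replicate 1 (0.233), the division is between replicates 1 and 2 and replicate 3. Values within replicates 1 and 2 and within replicate 3 are differences of mean log2(CPM + 0.5). Within replicate 3 the difference is between 1 TCKO library, which was female, and 1 male WT library, so it has no replicate.

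The alternatives were other scalings (DESeq2 size factors, library size only, upper quartile), DESeq2 1.42.0, limma-voom, no filter and a stricter filter (1 CPM in 3 libraries), a replicate block, each library left out in turn, a dispersion that is not robust, glmTreat against a fold of 2, a fold threshold of 1.5, an adjusted p of 0.01, protein-coding genes only, and an RPKM minimum in either genotype. RPKM was computed here from the deposited counts and the exon lengths, and its first quartile as computed here, 1.03, was used as the minimum. This is higher than the minimum of the published methods, which was not applied. Alternatives planned for a table of FPKM values did not apply to counts. Alternatives added after the data were seen were a covariate for replicate 3 against replicates 1 and 2, the sum of replicates 1 and 2 of each genotype, both replicate 3 libraries left out, and chromosomes X and Y left out. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for annotation and plots. Methylation, chromatin accessibility and binding data of the study were not analysed here.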

Results

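Gene expression was measured by RNA-seq in primary osteoblasts of 3-day-old WT mice and of TCKO mice, in which Tet1, Tet2 and Tet3 were deleted by a Cre recombinase active in limb and skull mesenchyme. TET proteins oxidise methylated cytosine and so start its removal from DNA. There were 3 WT and 3 TCKO libraries, and the comparison asks which transcripts differ between the WT and TCKO cultures. The published methods describe the digestion of parietal bone of the skull to obtain primary osteoblasts. Cartilage and macrophage genes were also expressed in these cultures, so a difference cannot be assigned to osteoblasts alone. Total counts were 8853952, 10657824 and 8418241 reads in WT replicates 1 to 3 and 8986371, 8119261 and 8833533 reads in TCKO replicates 1 to 3.

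The targeted genes were examined first. Tet1 (Entrez 52463, chromosome 10, 62804570 to 62887469) fell to 0.522 of the WT level, with a log2 fold change of -0.94 ± 0.22 (SE, n = 3 per genotype, edgeR adjusted p = 0.0207). Its CPM values were 8.86, 9.30 and 11.0 in WT and 6.53, 4.67 and 3.99 in TCKO. The edgeR adjusted p of Tet1 was 0.0559 without WT replicate 1, 0.0672 without WT replicate 2 and 0.0799 without TCKO replicate 2. Tet2 (Entrez 214133, chromosome 3, 133463677 to 133545136) had CPM values of 13.6, 15.2 and 15.3 in WT and 14.2, 9.83 and 12.1 in TCKO, and its log2 fold change of -0.29 ± 0.16 did not pass (edgeR adjusted p = 0.244). Tet3 (Entrez 194388, chromosome 6, 83362373 to 83457208) rose by a log2 fold change of 0.48 ± 0.09 (edgeR adjusted p = 0.00803), from 43.3, 46.3 and 41.6 CPM to 66.4, 57.5 and 59.1 CPM. Of the 3 targeted genes, 1 was therefore lower, 1 higher and 1 not passing, and the counts adjusted over the list alone were the same. The counts cover whole genes, including exons outside the deleted parts, so they do not check the genotype labels.

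Most of the cartilage genes and some bone genes examined were lower in TCKO, many cell cycle genes were higher, and single genes known from vessels and neurons rose. As lists, the cartilage (adjusted p = 9.04e-13), bone marker (0.0105) and cell cycle genes (1.18e-13) passed camera at the preset correlation. They also passed fry (adjusted p = 0.00180, 0.0209 and 0.0233, in the same order). With an estimated correlation none of them passed camera (adjusted p = 0.298, 0.518 and 0.552). Between the genotypes 827 of 13630 genes changed, 410 higher and 417 lower in TCKO (edgeR adjusted p under 0.05, fold above 2). At any fold 2500 genes passed, 1287 higher and 1213 lower. All 827 had no overlap between the 3 WT and the 3 TCKO values, which by chance holds for 10% of genes and here held for 38.2% of the genes tested. With each library left out in turn, 466 of the 827 stayed past both thresholds in all 6 fits, 233 higher and 233 lower. Replicates 1 and 2 of each genotype were nearly alike, and with these summed into 1 library, leaving 2 per genotype, 288 genes passed (158 higher, 130 lower). Of the 148 named genes that passed, 70 did not pass in that fit. A call kept with every library left out can therefore be lost there. The result of that fit is not given beside every gene named below. The count at any fold was 1218 without WT replicate 1, 1190 without WT replicate 2, 1331 without TCKO replicate 1 and 1366 without TCKO replicate 2.

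**Figure D1:**
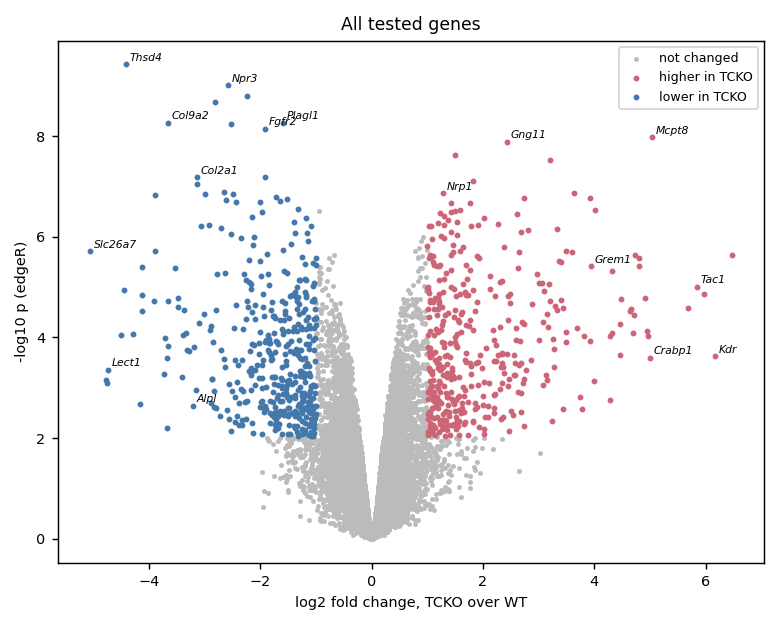
All 13630 genes tested, with the log2 fold change (TCKO over WT) on the x axis and -log10 of the edgeR p-value on the y axis. The 410 genes higher in TCKO are red, the 417 lower are blue, and 16 named genes are marked, among them Thsd4 and Npr3 with the smallest p-values of the genes lower in TCKO.

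A part of the osteoblast marker genes was lower in TCKO. Among 16 osteoblast marker genes tested, 6 fell, 1 rose and 9 did not pass, and 9 fell and 1 rose when adjusted over the list alone. The number lower was 3 without WT replicate 1, WT replicate 2 or TCKO replicate 1, 4 without TCKO replicate 2 and 0 with replicates 1 and 2 summed. Alpl, the alkaline phosphatase needed for mineralization (chromosome 4, 137741731 to 137796384), was 9.24-fold lower, with a log2 fold change of -3.21 ± 0.63 (n = 3 per genotype, edgeR adjusted p = 0.0204) and means of 33.7 ± 24.4 CPM in WT and 3.60 ± 1.39 CPM in TCKO. Its edgeR adjusted p was 0.0755, 0.0772 and 0.0644 without TCKO replicate 1, 2 and 3 and 0.105 with replicates 1 and 2 summed, and the limma-voom adjusted p was 0.0671. Without WT replicate 3 its log2 fold change was -2.44. Omd, the keratan sulfate proteoglycan osteomodulin (-3.33 ± 0.41), and Sparc, the bone matrix protein osteonectin (-0.99 ± 0.11), fell as well. These 2 genes kept their call with every library left out. Ogn, which encodes osteoglycin, had a log2 fold change of -1.98 ± 0.37 (edgeR adjusted p = 0.0179), with 0.0569 without WT replicate 1 and 0.0555 without WT replicate 2. Col1a1, the main chain of bone collagen, had a log2 fold change of -0.64 ± 0.15 (edgeR adjusted p = 0.0232). Its adjusted p was 0.101 without WT replicate 1, 0.0847 without WT replicate 2 and 0.0624 without TCKO replicate 1. Spp1, which encodes osteopontin, moved the other way (log2 fold change 2.69 ± 0.55, edgeR adjusted p = 0.0240). This call was lost under the replicate block (0.135) and without WT replicate 1 (0.0818), WT replicate 2 (0.0772), TCKO replicate 1 (0.0651) or TCKO replicate 2 (0.0673). The osteoblast marker list passed camera (adjusted p = 0.0105, median log2 fold change -0.60, with -0.53 within replicates 1 and 2 and -0.81 within replicate 3). Its adjusted p was 0.0504 without WT replicate 3, and 0.518 with an estimated correlation.

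Transcription factors of bone formation went in both directions, with 4 of 21 higher, 6 lower and 11 not passing (4 and 7 adjusted over the list alone, camera adjusted p = 0.447). Runx3, a relative of the osteoblast master regulator, fell (-1.87 ± 0.18), as did Alx4, a skull patterning factor (-0.77 ± 0.07). Zfhx4 rose (0.65 ± 0.12). The counts were 3 lower without WT replicate 1 or 2 or TCKO replicate 1 or 2, and 2 lower and 0 higher with replicates 1 and 2 summed. With every library left out 3 lower members and 1 higher member kept their call, and these genes were among them. Runx2 itself (chromosome 17, 44495987 to 44814797) was only slightly lower, with a log2 fold change of -0.39 ± 0.08 (edgeR adjusted p = 0.0152). Its adjusted p was 0.0549 without WT replicate 1, 0.0524 without WT replicate 2, 0.0624 without TCKO replicate 1 and 0.0689 without TCKO replicate 2. Sp7, which acts downstream of Runx2, had a log2 fold change of -1.59 ± 0.67 that did not pass (edgeR adjusted p = 0.166), and replicate 3 of both genotypes held more Sp7 reads than the other replicates. Within replicates 1 and 2 the log2 difference of Sp7 was -1.75 and within replicate 3 it was -1.47, and the adjusted p under the replicate block was 3.92e-05. The block counts the closely similar replicates 1 and 2 as separate, and with these summed the adjusted p of Sp7 was 0.360. Its log2 fold change was -0.95 without WT replicate 3 and -2.41 without TCKO replicate 3, and it passed in neither fit.

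Of 15 genes named in the text of the study, 9 fell and 6 did not pass (10 lower and 1 higher adjusted over the list alone). Without WT replicate 1 or 2 or TCKO replicate 2 there were 6 lower, without TCKO replicate 1 there were 5, and with replicates 1 and 2 summed 1. The list passed camera (adjusted p = 0.000138, and 0.298 with an estimated correlation). These genes were partly chosen on the same libraries, so their direction is not independent evidence. Clec11a, a secreted growth factor that promotes bone formation (-3.29 ± 0.42), Ctsk, the protease cathepsin K (-2.35 ± 0.17), and Col10a1, a collagen of hypertrophic cartilage (-1.79 ± 0.33), fell. Fgf7 (-1.29 ± 0.22) and the ATP receptor gene P2rx7 (-1.26 ± 0.23) fell as well (edgeR adjusted p = 0.00845 and 0.00739). These 5 genes kept their call with every library left out. Col1a2 had a log2 fold change of -0.87 ± 0.29 (edgeR adjusted p = 0.0792, with 0.0335 under the replicate block, 0.00113 without TCKO replicate 3 and a DESeq2 adjusted p of 0.00300). Ptgs2 and Col1a2 did not pass with replicates 1 and 2 summed (edgeR adjusted p = 0.292 and 0.261). Ptgs2, which encodes cyclooxygenase 2, had a log2 fold change of 1.69 ± 0.56 (edgeR adjusted p = 0.0952, with 0.0123 under the replicate block and 0.00542 without WT replicate 3, where the fold change was 2.50). Cys1 had a log2 fold change of -1.69 ± 0.42 (edgeR adjusted p = 0.0273), a call lost in 5 of the 6 fits that left out a library. The values were 0.0976 without WT replicate 1, 0.116 without WT replicate 2, and 0.0961, 0.0692 and 0.0504 without TCKO replicate 1, 2 and 3, and the limma-voom adjusted p was 0.0586. Mmp13 (0.07 ± 0.81), Atf3 (-0.40 ± 0.21) and Nf1 (0.10 ± 0.12) did not pass, and 2 further genes of this group, Bglap and Pitx1, were not listed in the table.

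**Figure D2:**
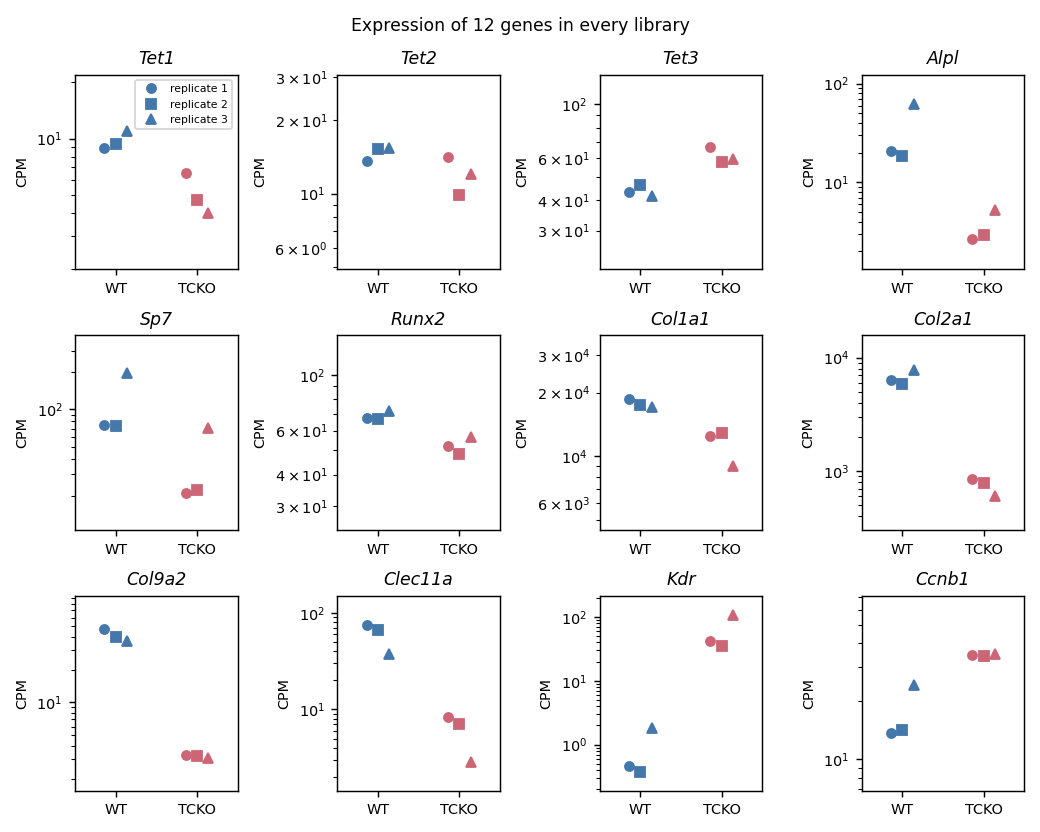
CPM of 12 genes in each library on a log axis, WT in blue and TCKO in red, with circles, squares and triangles for replicates 1, 2 and 3. Col2a1, Col9a2, Alpl, Clec11a and Sp7 lie lower in all 3 TCKO libraries than in any WT library. The Sp7 value of TCKO replicate 3 is below those of WT replicates 1 and 2 but close to them.

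Cartilage genes showed the largest coordinated fall. Of 21 chondrocyte genes tested, 18 fell, 1 rose and 2 did not pass, with the same counts adjusted over the list alone, and 8 fell with replicates 1 and 2 summed. Col2a1, the main cartilage collagen (chromosome 15, 97975602 to 98004724), was 8.87-fold lower (log2 fold change -3.15 ± 0.17, n = 3 per genotype, edgeR adjusted p = 6.38e-05) and went from 6653 ± 1048 CPM in WT to 750 ± 127 CPM in TCKO. Col9a2 (-3.67 ± 0.15), Col11a1 (-2.11 ± 0.16), Acan, the large cartilage proteoglycan aggrecan (-2.71 ± 0.17), and Lect1, the anti-angiogenic factor chondromodulin (-4.73 ± 0.66), fell as well. The list median was -2.11 (camera adjusted p = 9.04e-13, and 0.298 with an estimated correlation), with -1.92 within replicates 1 and 2 and -2.15 within replicate 3. With every library left out in turn 14 of the 18 kept their call, and Sox9, the transcription factor that directs chondrocyte fate, was among them (log2 fold change -1.05). Sox9 and Matn3 were picked out after their values were seen. Matn3 was the member that rose (1.14, edgeR adjusted p = 0.0476), and its adjusted p under the replicate block was 0.0628. Macrophage genes, described with the other cell types, also had a negative median in both replicate sets.

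Genes of other connective tissue programs changed in part. Among 32 genes of fibrillar collagens and their processing, 9 fell and 4 rose (14 and 5 adjusted over the list alone, camera adjusted p = 0.0752). Under the replicate block 17 fell and 6 rose (camera adjusted p = 0.0277, and 0.879 with an estimated correlation), and with replicates 1 and 2 summed 2 fell and 1 rose (camera adjusted p = 0.0323, and 0.899 with an estimated correlation). Without WT replicate 1 or 2 there were 4 lower, and without TCKO replicate 3 there were 14. The camera adjusted p was 0.0266 without TCKO replicate 1 and 0.0190 without TCKO replicate 2 (0.703 and 0.739 with an estimated correlation). Fmod, which encodes fibromodulin, fell (-1.93 ± 0.21), as did Loxl4 (-1.48 ± 0.16) and Col5a1 (-0.74 ± 0.10). The collagen crosslinking gene Loxl3 rose (0.80 ± 0.09). With each library left out in turn 4 of the lower and 3 of the higher genes kept their call. Of 10 tendon genes 3 fell and 1 rose (4 and 2 adjusted over the list alone, with 3 higher under the block and 0 with replicates 1 and 2 summed), including Tnn, which encodes the bone and tendon matrix protein tenascin-W (log2 fold change -3.92 ± 0.33), and Tnc, which encodes tenascin-C (1.17 ± 0.15). Of 12 mineralization genes 3 rose and 2 fell (3 and 3 adjusted over the list alone), and the phosphate transporter gene Slc20a1 (1.42 ± 0.14) was the 1 member that kept its call with every library left out. Among 16 markers of suture stem cells and fibroblasts 6 fell and 3 rose (8 and 4 adjusted over the list alone), with Ly6a at -2.44 ± 0.24 and Eng, a TGF-beta co-receptor, at -1.45 ± 0.12. The camera adjusted p was 0.447 for tendon, 0.766 for mineralization and 0.299 for suture and fibroblast genes.

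Among genes with at least 5 CPM in the higher genotype, the largest rises included genes known from vessels, neurons and immune cells. Kdr, the main VEGF receptor (chromosome 5, 75932827 to 75979072), was 72.1-fold higher, with a log2 fold change of 6.17 ± 0.76 (n = 3 per genotype, edgeR adjusted p = 0.00476) and a mean of 0.879 ± 0.796 CPM in WT against 61.4 ± 38.6 CPM in TCKO. Its log2 fold change was 7.16 without WT replicate 3 and 5.53 without TCKO replicate 3. Tac1, the precursor of substance P, rose by 5.84 ± 0.59 on the log2 scale and Crabp1, a retinoic acid binding protein, by 4.999 ± 0.616. Crabp1 did not pass with replicates 1 and 2 summed (edgeR adjusted p = 0.0600). Nptx1, a neuronal pentraxin, rose by 4.799 ± 0.347 and Scn7a, a sodium channel, by 4.49 ± 0.43. Pcdh17 rose by 4.31 ± 0.41, the interleukin 18 receptor chain Il18rap by 4.02 ± 0.27 and the BMP antagonist Grem1 by 3.94 ± 0.28. The protease genes Mcpt8 (5.03 ± 0.22) and Gzmd (4.79 ± 0.44) rose as well and lie in 1 cluster on chromosome 14. Without WT replicate 1 Pcdh17 had a log2 fold change of 5.13, without WT replicate 2 Mmp10 had 6.71, and without WT replicate 3 Gzmd had 5.81. Gzmd has close copies in that cluster, so its reads could have been divided among them and its value is uncertain. Mmp10, a stromelysin, had 3 reads in all WT libraries and 200 in TCKO, a ratio of 70.1 (95% counting interval 23.7 to 343, which covers counting error only). By the rule of under 0.5 CPM in 1 genotype and at least 5 CPM in the other, genes switched on included Gzmd, Pcdh17, Tac1 and Mmp10, and 1 gene without a protein name was switched off.

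The genes with the smallest p-values in the upward direction included Gng11 (2.44 ± 0.11), Adora2b, an adenosine receptor (3.21 ± 0.16), Galnt18 (3.92 ± 0.20) and Ccdc85a (3.64 ± 0.22). They also included the desmosome gene Pkp2 (2.74 ± 0.17), the focal adhesion gene Tes (1.498 ± 0.072), the protocadherin Pcdh19 (1.42 ± 0.09) and Nrp1, a co-receptor of semaphorins and VEGF (1.27 ± 0.08, edgeR adjusted p = 9.04e-05). Among genes with at least 5 CPM in the higher genotype, the largest falls included Slc26a7, an anion exchanger (-5.07 ± 0.41), Lect1, the chemokine scavenger Ackr4 (-4.45 ± 0.42), Thsd4, a microfibril protein (-4.42 ± 0.13), and Zcchc5 (-4.17 ± 0.82). Further large falls were those of the angiotensin receptor Agtr1a (-4.13 ± 0.48), Wscd2 (-4.12 ± 0.38), Tnn, Prss35 (-3.90 ± 0.27), the matrix gene Vit (-3.89 ± 0.24) and Dio3, which inactivates thyroid hormone (-3.67 ± 0.53). Among these genes the call of Zcchc5 (edgeR adjusted p = 0.0192) was lost without WT replicate 2 (0.0554) and without TCKO replicate 1 (0.0750), 2 (0.0679) or 3 (0.0785), and its limma-voom adjusted p was 0.156. With replicates 1 and 2 summed Zcchc5, Lect1 and Dio3 did not pass (edgeR adjusted p = 0.142, 0.0836 and 0.0696). Without TCKO replicate 1 Lect1 had a log2 fold change of -5.40 and Agtr1a of -5.16. Dio3 overlaps an antisense transcript, Dio3os, so its value is uncertain. The downward changes with the smallest p-values included those of Thsd4 (edgeR adjusted p = 5.13e-06), the natriuretic peptide clearance receptor Npr3 (-2.58 ± 0.08), Ehd3 (-2.25 ± 0.08), the sulfatase Arsi (-2.81 ± 0.10) and the imprinted transcription factor Plagl1 (-1.59 ± 0.06). The citrate transporter Slc13a5 (-2.53 ± 0.10), Fgfr2, a receptor needed for skull growth (-1.91 ± 0.08), and the semaphorin receptor Plxnc1 (-1.91 ± 0.10) were also among them, as was Col9a2, given with the cartilage genes. For Fgfr2 the difference was -1.90 both within replicates 1 and 2 and within replicate 3.

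Genes of growth factor pathways changed in both directions. In the BMP and TGF-beta list of 40 genes, 8 rose and 7 fell (9 and 10 adjusted over the list alone), and 14 fell under the replicate block. Without TCKO replicate 3 there were 16 lower, and with replicates 1 and 2 summed 0 lower and 3 higher. Grem1, Inhba (1.17 ± 0.11), Bmpr1b (2.05 ± 0.30) and Bmper (0.85 ± 0.07) were higher. Here 6 higher and 5 lower genes kept their call with every library left out. In the Wnt list of 36 genes, 10 fell and 4 rose (11 and 4 adjusted over the list alone, 14 and 7 under the block). The number lower was 5 without WT replicate 1, 4 without WT replicate 2 and 5 without TCKO replicate 2, and with replicates 1 and 2 summed 2 were lower and 0 higher. The Wnt inhibitors Nkd1 (-1.61 ± 0.18) and Kremen1 (-1.005 ± 0.092) and the receptor Fzd8 (-0.98 ± 0.15) were lower and the ligand Wnt2b (2.59 ± 0.38) higher. There 4 lower and 1 higher gene kept their call. In the list of FGF ligands, receptors and ERK feedback genes, 5 of 24 rose and 2 fell, with the same counts adjusted over the list alone, among them Fgf10 (1.35 ± 0.21), Dusp4 (2.42 ± 0.38) and Spred3 (0.99 ± 0.16). Of these FGF genes 3 rose without WT replicate 2, 4 fell without WT replicate 3, and 0 rose and 1 fell with replicates 1 and 2 summed. Among 15 genes of the insulin-like growth factor system 4 rose and 4 fell (5 and 5 adjusted over the list alone). The binding protein gene Igfbp2 (-3.66 ± 0.43) and the protease gene Pappa2 (-3.48 ± 0.31) were lower, and the related protease gene Pappa (1.53 ± 0.11) and Igf2bp2 (1.01 ± 0.11) higher. With replicates 1 and 2 summed 2 genes of this system rose and 1 fell. In the Hedgehog list 3 of 9 rose and 1 fell (4 and 2 adjusted over the list alone, 3 and 3 under the block, 0 and 0 with replicates 1 and 2 summed), and Hhip, an inhibitor of the pathway (3.28 ± 0.51), was the 1 member that kept its call with every library left out. In the Notch list 1 of 7 fell and none rose, also adjusted over the list alone. This member, Notch3 (-0.68 ± 0.15, edgeR adjusted p = 0.0197), lost its call under the block (0.0532) and without WT replicate 1 (0.0787) or 2 (0.0819) and TCKO replicate 1 (0.0802) or 2 (0.0768). The camera adjusted p was 0.504 for BMP and TGF-beta, 0.164 for Wnt, 0.766 for FGF, 0.777 for insulin-like growth factors, 0.747 for Hedgehog and 0.404 for Notch. With fry the Wnt list passed as lower and the Hedgehog list as higher (adjusted p = 0.0209 for both), against camera adjusted p-values of 0.518 and 0.869 with an estimated correlation. Without both replicate 3 libraries the camera adjusted p was 0.0347 for BMP and TGF-beta, 0.0144 for Wnt and 0.0271 for Notch, all lower, and 0.440 for each with an estimated correlation.

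Signals exchanged between cells also split. Of 48 axon guidance genes 11 rose and 9 fell (14 and 12 adjusted over the list alone, camera adjusted p = 0.925). With 1 library left out 7 to 11 rose, and from 6 (without WT replicate 2) to 15 (without TCKO replicate 3) fell. With replicates 1 and 2 summed 5 rose and 3 fell. Sema3a (1.22 ± 0.08) and Nrp1 were higher and Efnb1 (-1.30 ± 0.13) and Plxnc1 lower, and 7 higher and 6 lower genes kept their call with every library left out. Of 18 neuronal genes 5 rose and 1 fell (6 and 1 adjusted over the list alone, camera adjusted p = 0.0822; 0.0323 with replicates 1 and 2 summed, and 0.875 with an estimated correlation there), and 3 higher genes kept their call with every library left out, Ncam1 (0.99 ± 0.08) and Stmn2 (1.89 ± 0.21) among them. Of 35 integrin and basement membrane genes 9 rose and 9 fell (10 and 11 adjusted over the list alone, 14 and 11 under the replicate block, 2 and 1 with replicates 1 and 2 summed, camera adjusted p = 0.766). The number higher was 4 without WT replicate 1 or 2. Frem1 (2.63 ± 0.25) and Lama2 (1.52 ± 0.15) were higher and Itga10 (-1.33 ± 0.15) lower, and 4 higher and 6 lower genes kept their call. Of 10 prostaglandin genes 3 rose and 2 fell (4 and 2 adjusted over the list alone, 5 and 2 under the block, 1 and 0 with replicates 1 and 2 summed, camera adjusted p = 0.405). Ptgs1, the constitutive cyclooxygenase (3.33 ± 0.22), and Ptges3 (0.41 ± 0.07) rose, and Ptgis, the prostacyclin synthase (-1.54 ± 0.24), fell. Of 8 factors that control osteoclasts 2 rose and 1 fell, also adjusted over the list alone (camera adjusted p = 0.447), namely Cxcl12 (1.42 ± 0.13), Sema3a and Il34 (-1.79 ± 0.20), and all 3 kept their call with every library left out.

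Cell cycle genes were higher in TCKO, in the same libraries in which cartilage (median -2.11) and macrophage genes (median -0.95) were lower. Of 31 genes tested 22 rose, none fell and 9 did not pass, and 30 rose when adjusted over the list alone. Members of the helicase that licenses replication had the smallest adjusted p-values of the list, though not the largest rises, with Mcm6 at a log2 fold change of 1.13 ± 0.10, Mcm3 at 0.72 ± 0.11, Mcm4 at 0.64 ± 0.09 and Mcm7 at 0.54 ± 0.08 (n = 3 per genotype, edgeR adjusted p from 0.000407 to 0.00394). The list median was 0.80, with 0.99 within replicates 1 and 2 and 0.44 within replicate 3 (camera adjusted p = 1.18e-13, and 0.552 with an estimated correlation), and all 31 genes were higher in TCKO in both replicate sets. The count that rose was 10 without WT replicate 1, 11 without WT replicate 2 and 12 without TCKO replicate 1 or 2, against 29 without WT replicate 3, and 10 genes rose in every one of the 6 fits that left out a library. With replicates 1 and 2 summed 1 gene rose. Of 18 p53 targets and cell cycle inhibitors 5 fell and 2 rose (7 and 2 adjusted over the list alone). Without WT replicate 1 or 2 or TCKO replicate 1 or 2 there were 2 lower, without WT replicate 3 there were 9, without TCKO replicate 3 there were 8, and with replicates 1 and 2 summed 0. The camera adjusted p of these 18 genes was 0.0572, 0.0466 under the replicate block (0.693 with an estimated correlation), 0.0299 without WT replicate 3 and 0.0235 without TCKO replicate 3 (0.476 and 0.562 with an estimated correlation). Members included Cdkn2b, an inhibitor of cyclin-dependent kinases, at -1.12 ± 0.19, Sesn2 at -0.39 ± 0.07 and Pmaip1 at 0.68 ± 0.07, the 3 that kept their call with every library left out.

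Genes linked to DNA methylation and developmental silencing changed in small numbers. Of 22 writers, readers and repair enzymes of DNA methylation 2 rose and 3 fell, also adjusted over the list alone (camera adjusted p = 0.766). Uhrf1, which guides maintenance methylation at replication, rose (0.73 ± 0.09), and the methyl-CpG binding protein gene Zbtb4 fell (-0.66 ± 0.10). These 2 kept their call with every library left out, but Zbtb4 did not pass with replicates 1 and 2 summed (edgeR adjusted p = 0.105). Of 28 imprinted genes 7 fell and 2 rose (8 and 3 adjusted over the list alone, 8 and 4 under the replicate block, 2 and 1 with replicates 1 and 2 summed, camera adjusted p = 0.133). The number lower was 3 without WT replicate 1 or TCKO replicate 1, 4 without WT replicate 2 or TCKO replicate 2 and 12 without WT replicate 3. Without both replicate 3 libraries 16 fell (camera adjusted p = 0.0187, and 0.440 with an estimated correlation). Zim1 (-2.21 ± 0.22), Plagl1 and Sgce (-0.81 ± 0.14) were lower and Nnat (2.69 ± 0.35) higher, the 4 that kept their call. Of 29 other developmental transcription factors 7 rose and 4 fell, also adjusted over the list alone (camera adjusted p = 0.405). Sim1 (3.39 ± 0.30) and Gata3 (2.97 ± 0.29) were higher and Foxd1 (-1.26 ± 0.11) lower, and 4 higher and 2 lower genes kept their call. Among Hox genes only Hoxd8 was tested, and it rose (2.64 ± 0.45, edgeR adjusted p = 0.00621) from 0.355 ± 0.122 CPM to 2.32 ± 0.80 CPM. Hoxd8 did not pass with replicates 1 and 2 summed (edgeR adjusted p = 0.0696). Among germ cell genes only Brdt was tested, and it did not pass (-0.06 ± 0.31, edgeR adjusted p = 0.916).

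Changed genes lay side by side in the genome in several places, named here after their values were seen. Side by side means next to each other in the order of the tested genes, so genes that were not tested can lie between them. The longest run was the semaphorin region of chromosome 5 from 12383161 to 14256689 with 5 genes higher, Sema3d, Sema3a and Sema3e among them. Runs of 3 higher genes included Tnc, Pappa and Astn2 on chromosome 4 and Palld, Spock3 and Tll1 on chromosome 8. Single pairs included the small proteoglycan genes Omd and Ogn, both lower, and the receptor genes Il1rl1 and Il18rap, both higher. A total of 75 neighbouring pairs changed in the same direction and 26 in opposite directions.

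With fry, which tests a list against no change and not against other genes, further lists passed that did not pass camera. Lower were adipocyte (adjusted p = 0.00180), tendon (0.00824), imprinted (0.0263), suture and fibroblast (0.0264), bone transcription factor (0.0264) and p53 and inhibitor genes (0.0306). Higher were the neuronal list (0.00824), the mixed list of Schwann cell, neural crest and glia genes (0.0209) and other developmental transcription factor genes (0.0266). In the mixed list Crabp2 and Mbp rose and S100b fell, so glia genes as such were not shown to be higher. None of these lists passed camera with an estimated correlation (adjusted p from 0.518 to 0.768).

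**Figure D3:**
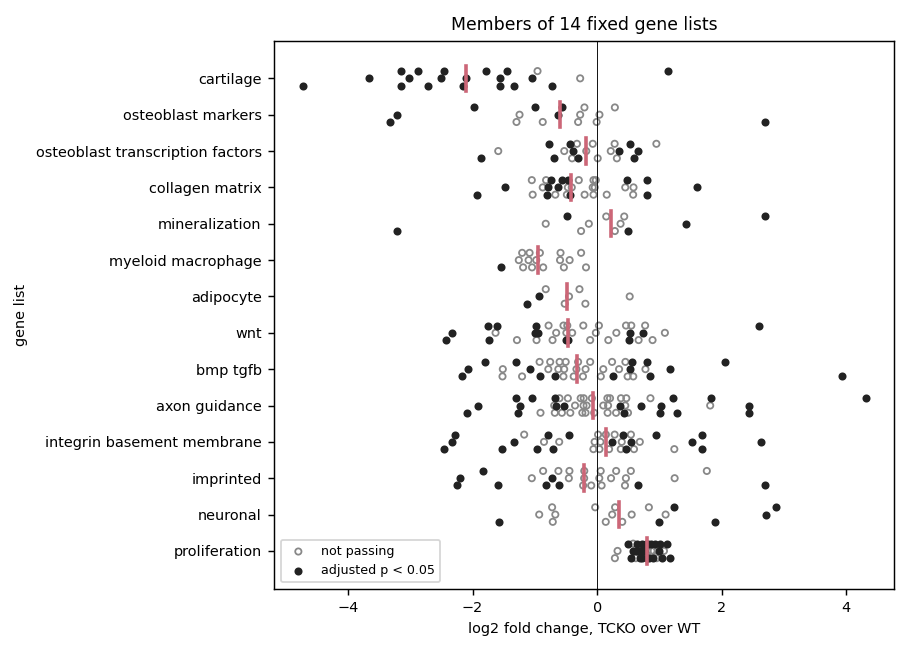
Log2 fold changes (TCKO over WT, x axis) of the members of 14 fixed gene lists (y axis). Filled points passed an adjusted p of 0.05, open points did not, and the red bar is the list median, which was -2.11 for cartilage and 0.80 for the cell cycle (proliferation) list.

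Markers of other cell types differed between the genotypes in part. Of 16 macrophage genes 1 fell (Emr1, -1.54 ± 0.22), also adjusted over the list alone, while 11 fell under the replicate block and 1 with replicates 1 and 2 summed. The list median was -0.95, with -0.86 within replicates 1 and 2 and -1.06 within replicate 3 (camera adjusted p = 0.0151, and 0.768 with an estimated correlation). The camera adjusted p was 0.0730 without WT replicate 1, 0.0772 without WT replicate 2 and 0.190 without TCKO replicate 3, and 5 genes fell without WT replicate 3. Of 6 osteoclast genes 2 fell and none rose, also adjusted over the list alone (camera adjusted p = 0.671), and Ctsk kept its call with every library left out. Of 8 adipocyte genes 2 fell (4 adjusted over the list alone, camera adjusted p = 0.111). Under the block 4 fell, with replicates 1 and 2 summed 0, and the block camera adjusted p was 0.0466 (0.693 with an estimated correlation), and without TCKO replicate 3 it was 0.0373 (0.562). These 2 were Cd36 (-1.12 ± 0.23) and Lpl (-0.93 ± 0.20), and both lost the call without WT replicate 1 (edgeR adjusted p = 0.0593 and 0.0655) or 2 (0.0623 and 0.0689), Lpl also without TCKO replicate 2 (0.0549). Of 6 endothelial genes 3 rose and 1 fell, also adjusted over the list alone (camera adjusted p = 0.289). The VEGF receptors Kdr and Flt1 (2.19 ± 0.32) and, on the lower side, Eng kept their call with every library left out. Flt1 did not pass with replicates 1 and 2 summed (edgeR adjusted p = 0.0778). Esam (2.50 ± 0.60, edgeR adjusted p = 0.0236) lost its call without WT replicate 1 (0.0833) or 2 (0.0716) or TCKO replicate 1 (0.0532). Of 12 smooth muscle and pericyte genes 3 rose and 4 fell (3 and 5 adjusted over the list alone, camera adjusted p = 0.766), with Cnn1 (1.83 ± 0.10), Mcam (1.10 ± 0.13) and Tagln (0.65 ± 0.09) higher and Pdgfrb (-0.90 ± 0.12) lower. Of 6 genes in the mixed list of Schwann cell, neural crest and glia genes 2 rose and 1 fell (3 and 1 adjusted over the list alone, camera adjusted p = 0.405). Crabp2 (3.13 ± 0.51) and Mbp (1.62 ± 0.20) were higher and S100b (-3.10 ± 0.38) lower. Crabp2 did not pass with limma-voom (adjusted p = 0.0675) or with replicates 1 and 2 summed (edgeR adjusted p = 0.104), and without TCKO replicate 1 S100b had a log2 fold change of -3.78. Of 4 keratinocyte genes Trp63 alone fell (-4.76 ± 0.89, camera adjusted p = 0.766), also adjusted over the list alone, at 3.43 ± 1.83 CPM in WT, and without TCKO replicate 1 its log2 fold change was -7.96. Of 8 skeletal muscle genes 1 rose, also adjusted over the list alone (camera adjusted p = 0.620), namely Acta1 (3.08 ± 0.51, edgeR adjusted p = 0.0111), which lost its call under the block (0.0635) and without WT replicate 1 (0.0551). The median of the muscle genes was 1.13 within replicates 1 and 2 and -2.05 within replicate 3, and without both replicate 3 libraries 6 of 8 rose (camera adjusted p = 0.00718, and 0.440 with an estimated correlation). None of the red blood cell genes was listed in the table.

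Control and stress genes differed little by genotype. Of 15 housekeeping genes 1 rose, also adjusted over the list alone (Pgk1, 0.71 ± 0.13, edgeR adjusted p = 0.00823, camera adjusted p = 0.299), and 4 rose without WT replicate 3, while Actb had a log2 fold change of 0.30 ± 0.12 that did not pass. Of 21 interferon response genes 1 rose and 1 fell, also adjusted over the list alone (camera adjusted p = 0.405), but without TCKO replicate 3 there were 11 higher and 2 lower (camera adjusted p = 0.000918, and 0.628 with an estimated correlation). Their median log2 difference was 0.85 within replicates 1 and 2 and -0.55 within replicate 3. Of 26 immediate-early and stress genes 2 rose and 2 fell, also adjusted over the list alone (7 and 3 under the replicate block, 0 and 0 with replicates 1 and 2 summed, camera adjusted p = 0.777). All 4 lost their call without WT replicate 1, where none rose or fell, and without WT replicate 2 there was 1 higher and 0 lower. Without TCKO replicate 1 or 2 there was 1 higher and 1 lower.

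The libraries were divided along a direction other than genotype. The first principal component (61.6% of the variance) separated WT from TCKO, and the second (20.7%) separated replicate 3 of both genotypes from replicates 1 and 2. In a fit with both terms, 1336 genes differed between replicate 3 and replicates 1 and 2 at an edgeR adjusted p under 0.05, with 648 higher and 688 lower in replicate 3. In replicate 3 of both genotypes 12 of 16 macrophage genes were lower (camera adjusted p = 1.39e-12, and 0.658 with an estimated correlation) and 14 of 26 immediate-early and stress genes higher (9.65e-09, and 0.658). Cartilage genes were lower in TCKO in both sets, as given above, and 4 of 21 were lower in replicate 3. TCKO replicate 3 was also the only female library, with 3433 Xist reads and 0 reads of the Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y, whereas the other 5 libraries had at most 2 Xist reads. None of the 4 Y-linked genes tested passed between the genotypes (camera adjusted p = 0.404), although Ddx3y did without TCKO replicate 3 (edgeR adjusted p = 0.0223). Further genes were chosen after their values were seen. Fos was higher in replicate 3 by 2.73 and Sp7 by 1.56 on the log2 scale, Apoe had a difference of -2.02 and C1qa of -2.34, and all 13 protein genes of the mitochondrial genome were higher with a median of 1.01. On chromosomes X and Y 487 genes were tested, and 37 of the 827 changed genes lie there.

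**Figure D4:**
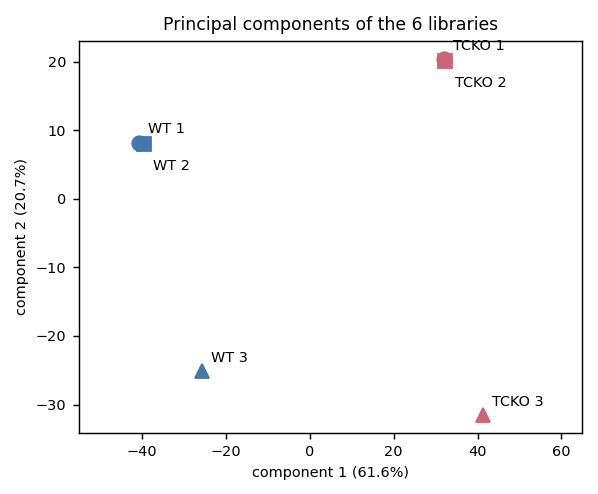
First 2 principal components of log2 CPM, 1 point per library, WT in blue and TCKO in red, with circles, squares and triangles for replicates 1, 2 and 3. Genotypes are apart on component 1 (61.6% of the variance), and both replicate 3 libraries lie below the others on component 2 (20.7%).

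The values of the authors' deposited table were set beside the test used here. The authors' deposited table holds 407 genes higher and 435 lower at an FDR under 0.05 and a fold above 2. Of these, 735 were also among the 827 called here, all in the same direction, and 107 genes in the authors' deposited table and 92 genes here were called by 1 test only. Across 13630 genes, which are not independent replicates, the log2 fold changes here and in the authors' deposited table correlated at r = 0.9998. In the authors' deposited table the FDR was 0.0757 for Alpl, 0.326 for Sp7, 0.0625 for Runx2, 0.00328 for Col1a2 and 0.00584 for Ptgs2.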

Values the study reported

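The study reported 432 downregulated and 431 up-regulated genes in TCKO osteoblasts at a fold change above 2 and an FDR below 0.05. Its methods also required an RPKM above 0.24, given there as the first quartile. Genome-wide CG methylation was reported as 6% higher in TCKO cells. The data statement of the paper names a different series for its RNA-seq than the one used here, so these values may rest on other files.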

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

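The fits with a covariate for replicate 3, with replicates 1 and 2 summed, without both replicate 3 libraries and without chromosomes X and Y were chosen after the data were seen, and the other alternatives were planned. The count of 827 changed genes (410 higher, 417 lower) stayed within 1.5 times under other scalings, DESeq2, limma-voom, other filters, the replicate block, a dispersion that is not robust, protein-coding genes only, an RPKM minimum of 1.03 (the first quartile as computed here, not the published minimum) and without chromosomes X and Y, from 645 to 945 genes. It was 206 (111 higher, 95 lower) with glmTreat, which asks for more than a fold of 2 in the test itself, 1471 (738 and 733) at a fold of 1.5, and 512 (265 and 247) at an adjusted p of 0.01, with 1023 at any fold. With replicates 1 and 2 summed it was 288 (158 and 130; 353 at any fold), a fit with 2 libraries per genotype. Without both replicate 3 libraries it was 1342 (679 and 663; 6371 at any fold), where only the closely similar replicates 1 and 2 set the spread. The covariate for replicate 3 gave 4362 genes at any fold. With 1 library left out the count ran from 571 to 1058 (292 to 544 higher, 279 to 514 lower), and at any fold from 1190 to 3313. No gene called both in the test used in the report and in one of these settings had opposite signs, and between 93.5% and 99.5% of the 827 were shared with the fits by another scaling, DESeq2 or limma-voom. The scalings moved the median of all genes by at most 0.03 on the log2 scale.

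Under the replicate block 944 genes were changed, 801 of them shared with the 827, and 3352 at any fold. The block changed the calls given beside the values in the report and no other call of a gene named there, except that Fos, Apoe and C1qa, named for the difference of replicate 3, passed under the block (edgeR adjusted p = 0.0231, 0.0109 and 0.0196). In simulated data it made 22 false calls against 10 without it. Those data held no difference of replicate 3, so they cannot show the error rate of the block in the real libraries.

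Tet1 kept its direction throughout, with a log2 fold change from -1.17 to -0.78 with 1 library left out. It did not pass with glmTreat or at an adjusted p of 0.01 (-0.94 in both) or with replicates 1 and 2 summed (-1.03). Tet3 did not pass with glmTreat (0.48) or with replicates 1 and 2 summed (0.49). Both changes are smaller than the fold of 2 that glmTreat tests against. Of 37 lists 5 passed camera, against 0 with an estimated correlation, 15 with fry, 8 under the replicate block, 8 with the covariate for replicate 3, 7 with replicates 1 and 2 summed, 13 without both replicate 3 libraries, and 4 to 7 with 1 library left out. The cause of these differences was not tested.

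Of 183 named genes 148 passed, and none of these reversed in any of the 22 or 23 settings run for a gene. With 1 library left out 30 lost the call in at least 1 fit and 118 kept it, and 57 kept it in every setting. Most losses came without WT replicate 1 (25), WT replicate 2 (24), TCKO replicate 1 (19) or TCKO replicate 2 (20), against 3 without WT replicate 3 and 6 without TCKO replicate 3. With replicates 1 and 2 summed 70 of the 148 did not pass. Totals of 8119261 to 10657824 reads leave genes near 1 CPM with about 8 to 11 reads per library, and 2825 genes listed in the table were too low to test.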

Other observations

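The tests of replicate sets, of sex, of gene copies and of cartilage cells were chosen after the result was seen, and so were the tests of neighbouring pairs, after clusters such as Mcpt8 and Gzmd had been noticed among the changed genes. The tests of other splits and of the surroundings of the Tet genes were set before their results were seen. No other split of the 6 libraries into 3 and 3 gave a changed gene: 1 of 10 splits, the real one, reached 827 genes, and the highest of the others gave 0. These are too few for a share under 0.05. In every other split both groups hold both genotypes, so a genotype difference adds to the spread within the groups. Counts of 0 there are therefore no measure of false calls. In 4 of the 10 splits every replicate number is parted between the groups, the real split included, and the 3 others of this kind gave 0 genes as well.

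Cartilage genes were lower in TCKO by a median log2 fold change of -2.11. The list median within the replicate sets was at most -1.92, so the fall was present in both sets and a difference between these sets is not its whole source. Within replicate 3 this rests on 1 library per genotype, of different sex. Fewer cartilage cells in the TCKO cultures could lower all such genes by 1 factor. Only 33.3% of the 21 members (7 genes) lay within 2 standard errors of the list median, with values from -4.73 to 1.14, but transcripts that other cells also make would spread the values in the same way, so a loss of cartilage cells and a lower expression within the cells cannot be told apart. The genotype itself remains a biological candidate explanation that was not tested beyond the comparison.

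Replicate 3 of both genotypes stood apart from replicates 1 and 2. The female sex of TCKO replicate 3 was tested over 12964 autosomal genes, where the deviations of the male WT replicate 3 and of TCKO replicate 3 correlated at 0.334, so sex is not the whole source. A different division of reads between gene copies was tested next, and only 3.29% of the 1336 genes that differed were pseudogenes or ribosomal protein genes, against 6.82% of all genes tested, which argues against it as the whole source. For 1 gene it remains a candidate explanation: Rps3a1, chosen after its values were seen, had a ratio of 0.0678 between replicate 3 and the others, while the sum of Rps3a1, Rps3a2 and Rps3a3 kept a ratio of 0.895. A different culture, harvest or counting run for replicate 3 stays open, since the labels name no batch.

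Changed genes lay side by side in the order of the tested genes more often than in a random order. Among 821 changed genes on the nuclear chromosomes there were 75 neighbouring pairs changed in the same direction, against a mean of 25.0 in 10000 shuffles of the calls (95% of shuffles from 16 to 35, permutation p = 0.0001, the smallest they can give), while 26 pairs changed in opposite directions, against a mean of 25.1 (permutation p = 0.451). Without pairs that overlap or whose names begin with the same 3 letters 50 pairs remained, against a mean of 21.5 (13 to 31, permutation p = 0.0001). Overlaps and copies with such names are therefore not the whole source. Related genes with other names, such as Omd and Ogn, were not left out, so gene families as such stay open as a source. Variants of another strain carried along with the targeted alleles could gather changed genes near Tet1, Tet2 and Tet3. Within 10 Mb of them 19 of 266 genes were changed (7.14%) against 6.08% of other genes, an odds ratio of 1.19 (95% interval 0.699 to 1.91, Fisher's exact test, 2-sided p = 0.438). This cannot decide the question, because the labels do not state whether WT mice carried the targeted alleles as well. Fisher's exact test also takes genes as independent, although changed genes lay side by side. Regulatory DNA shared by neighbours, as an effect of genotype, is a hypothesis found on these data and was not tested.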
